A study of Danio rerio with 13 samples.

How the data were processed

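RNA was sequenced from 13 zebrafish acute lymphoblastic leukemias, each obtained by sorting GFP-positive cells from the whole body of a fish that carried human MYC under the rag2 promoter and eGFP under the lck promoter. Per the labels' protocols, total RNA was extracted with Trizol and poly(A) libraries were made with a stranded kit. The authors deposited 1 table of whole-number read counts for 32105 Ensembl zebrafish gene identifiers and 13 columns. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels or the file header, so counts of overlapping genes, antisense genes and near-identical copies are uncertain. The 0 columns left unmapped and the 0 rows without a gene identifier mean that the whole table was used. Each column name equals a sample title, and libraries are named here by that title. The titles run from hMYC-1 to hMYC-14 without number 7.

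Symbols came from a gene name table, which named 26269 of the 32105 identifiers (81.8%) and gives some zebrafish genes in their human form, such as RAG1 and PAX5. The RefSeq gene table of the assembly GRCz12tu was used only to find current symbols. No coordinates are given, because the build of the deposited table is not stated. Gene lists for B cells, T cells, recombination, proliferation, MYC targets, erythroid, myeloid, muscle, epithelial and exocrine pancreas cells, and a list of single genes, were fixed before the data were examined. A listed symbol was matched in any letter case, or through its current RefSeq symbol, and symbols with more than 1 identifier were left out. Of the 16 B symbols 12 were matched and 10 passed the filter. The T list kept 15 of 20 symbols, recombination 2 of 3, proliferation 15 of 16, MYC targets 17 of 18, erythroid 4 of 7 and myeloid 7 of 12. The B symbol ighz had no match, and ight, the name table's symbol for the same heavy chain class, took its place in a relation after the data were examined. The name table calls 2 identifiers MYC, ENSDARG00000007241 and ENSDARG00000045695, and does not tell them apart.

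All libraries belong to 1 group. The sample descriptions carry a letter, c for 7 libraries and d for 6, whose meaning is not stated, and it was treated as a possible library batch. Genes were compared between the letters with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), using TMM factors, filterByExpr on the letter, which kept 14134 genes, and the two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. The other scales used log2 CPM, counts scaled to the normalized library total, with a prior count of 2. A list score was the mean log2 CPM of its genes. List scores were compared between letters with a two-sided exact permutation test over all 1716 splits. The variability of a list was the percentile of its median SD among 10000 random lists matched on mean expression, and was called high within the top 2.5% of those lists. Relations used Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples, whose smallest possible p is 1e-05, and exact permutation tests within a letter. Pearson's r was computed again without the 2 libraries farthest from the median of the first measure. For B and T, lck and B, and the 2 genes named MYC, each pair of libraries was also left out in turn, a choice made after the results were seen. Libraries were taken as separate clusters where the largest gap between neighbouring values reached 0.4 of the range, and then no pooled r is given. Principal components used the 2000 most variable filtered genes.

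The rule for named genes, set before the data were examined, covers the listed genes, the 10 genes with the largest SD of log2 CPM, and the 5 largest rises and 5 largest falls among genes called between letters. Alternatives set at the same time were DESeq2 (version 1.42.0) size factors and its Wald test, library totals, upper quartiles, a prior count of 0.5, no filter, a mean count of at least 10, the T score minus the B score as a covariate, other spread measures, other numbers of genes for the principal components, and leaving out each library. Because the hMYC-1 column was found to hold counts of 5 other columns, results are also given for the 12 other columns. Leaving out hMYC-1 was among the alternatives set beforehand, but the weight given to it, and the further alternatives run without it, were chosen after the data were seen.

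Counts were also compared between columns in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Simulated data were used to test the search over sums, the edgeR test, the list variability, the comparison of list scores and the sampled permutation test. No simulation is reported for the other computations. With 200 of 13663 genes changed 4-fold in 6 against 6 libraries, the edgeR test recovered 99.5% of them at a dispersion of 0.05 and 59.5% at the trended dispersion of the data, with 4.79% and 1.65% false calls. A simulated merge of 5 columns was ranked first among all sums, with 0.181% of genes below the sum. For a column redrawn by Poisson around the sum of the same 5 columns, the lowest share over all sums was 34.9%. That redraw has counting noise only and does not model a separate leukemia. The 12 libraries other than hMYC-1 held 8166453 to 12297780 counts, and intervals and floors for counts cover counting error only.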

Results

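Gene expression was measured by poly(A) RNA sequencing in 13 leukemias of zebrafish that express human MYC under the rag2 promoter, which is active in lymphoid precursors. Leukemia cells were sorted by the green fluorescence of an lck-driven reporter, lck being a kinase gene of lymphocytes. The series title speaks of distinct models of B cell leukemia driven by Myc, and the labels put all 13 libraries in 1 group without a control. The data therefore describe how the leukemias of that group differ from each other. A letter in the description, c for 7 libraries and d for 6, divides them in a way the labels do not explain. It follows the order of the titles, with c for hMYC-1 to hMYC-8 and d for hMYC-9 to hMYC-14. Total counts ranged from 8166453 in hMYC-2 to 12297780 in hMYC-8 over 12 libraries, and hMYC-1 held 51808498. No pair of libraries agreed within sampling noise, the lowest chi-square per gene of any pair being 47.7, and r of log2 CPM between pairs ranged from 0.69 to 0.937.

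The hMYC-1 column was not independent of hMYC-10, hMYC-11, hMYC-12, hMYC-13 and hMYC-14. These 5 libraries summed to 51478946 counts, and hMYC-1 exceeded them by 329552. This excess is a net value, because genes above and below the sum offset each other, and it does not measure a library of its own. The median ratio of hMYC-1 to the sum was 1.0 at sums of 1 to 9, 1.17 at sums of 10 to 99 and 1.03 at sums of 10000 or more. Of 11072 genes whose sum was at least 10 and under 1000, 1.45% had a lower count in hMYC-1 than in the sum. Among all 792 sums of 5 of the 12 other libraries this share was the lowest, with 9.59% for the next sum and a median of 29.8%. Of 5983 genes with a sum of 1 to 9, 53.7% had exactly the same count in hMYC-1 as in the sum, and 0.15% had a lower one, whereas Poisson draws around the sum put 41.2% below it. In total 872 genes lay below the sum, and their share rose from 1.29% at sums of 10 to 99 to 42.9% at sums of 10000 or more. Values that include hMYC-1 are therefore not values of 13 independent leukemias, and values of the 12 other libraries are given beside the main results, with 11 relations adjusted together there.

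**Figure D1:**
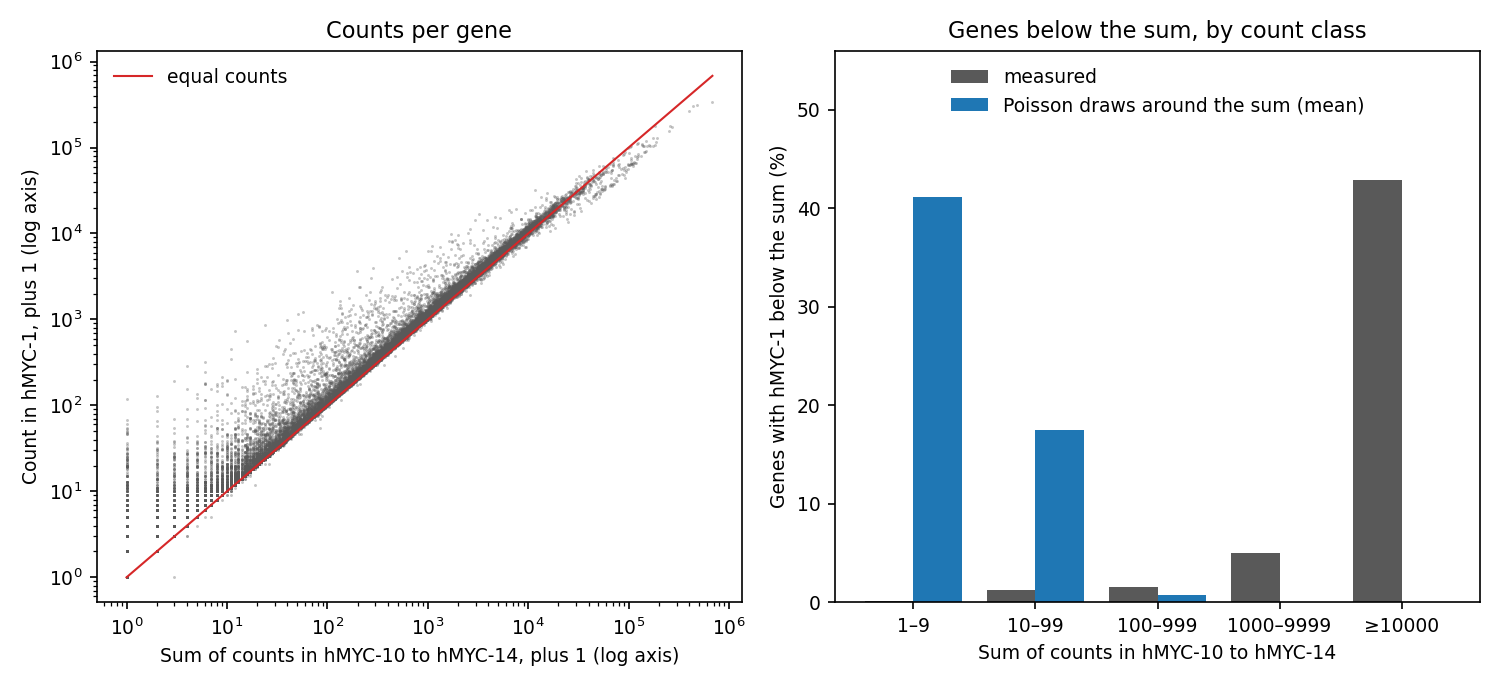
The left panel plots for each gene the count in hMYC-1 against the summed count of hMYC-10 to hMYC-14, both plus 1 on log axes, with a line of equal counts. The right panel gives the percent of genes with hMYC-1 below the sum in 5 classes of the sum, as measured and in the mean of 100 Poisson draws; the measured share is 0.15% in the lowest class and 42.9% in the highest.

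The spread of B and T cell genes between leukemias was compared with that of other genes of the same expression. The median SD of the 10 B genes was 3.37 log2 units over 13 libraries, at percentile 100 of random lists, whose median was 0.54. The 15 T genes had a median SD of 1.60, also at percentile 100. Proliferation genes reached percentile 99.96 with a median SD of 0.79, and the 2 recombination genes reached 98.0. The median absolute deviation moved these percentiles most. It raised MYC target genes from percentile 16.3 to 72.75 and lowered proliferation to 96.6 and recombination to 91.6, both outside the top 2.5% of random lists. Recombination also left it, to 97.4 without hMYC-4 and to 96.6 without hMYC-5. MYC target genes, at percentile 16.3 over 13 libraries, varied in rank but stayed outside the top 2.5% in each setting, lying at 46.2 with library totals, 44.2 without hMYC-1, 59.98 without hMYC-2 and 3.82 without hMYC-10. Erythroid genes lay at percentile 90.9 and myeloid genes at 91.7. In the 12 libraries other than hMYC-1 the B and T lists stayed at percentile 100, the highest possible, with median SDs of 3.44 and 1.68.

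The B score ran from -0.51 in hMYC-11 to 7.69 in hMYC-3 and the T score from 3.82 in hMYC-5 to 8.07 in hMYC-2. Neither score had a gap of 0.4 of its range between neighbouring libraries, the largest gaps being 0.17 and 0.369 of the range. PAX5 (ENSDARG00000037383) ranged from -2.87 log2 CPM in hMYC-11, where no read was counted, to 8.22 in hMYC-3. For cd79a (ENSDARG00000037473) the range was 0.56 to 8.27, with at least 17 counts in each of the 12 libraries. In hMYC-12 a B score of 6.06 stood beside a T score of 8.01, and in hMYC-4 the scores were 7.35 and 6.65.

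**Figure D2:**
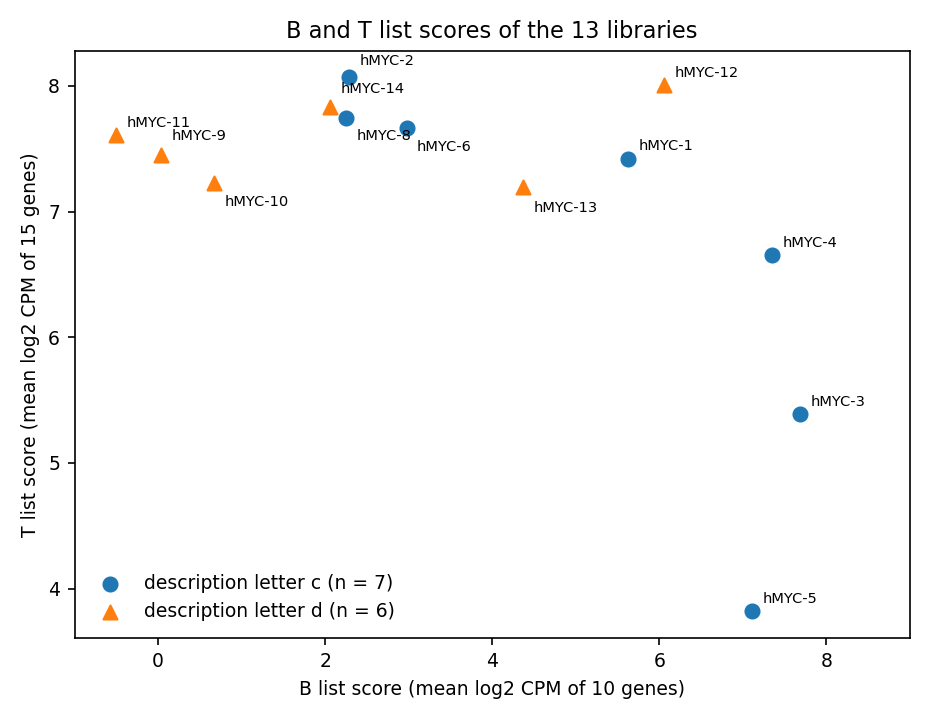
Each point is 1 of the 13 libraries, with the B list score on the horizontal and the T list score on the vertical axis, both as mean log2 CPM, and the marker giving the description letter. The T score of hMYC-5, at 3.82, is the lowest, and the B scores form a series from -0.51 to 7.69.

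Of 13 relations set for testing, 11 were computed. The relation of dntt to RAG1 was not run because dntt had 3 counts or fewer in 9 of the 12 libraries, and that of mycb to the MYC targets was not run because 2 identifiers carry the name MYC. Adjusted values cover the 9 relations without clusters. The B and T scores were negatively related over 13 libraries (r = -0.593, permutation p = 0.0193, adjusted p = 0.0347), but Spearman's rho was -0.473 (permutation p = 0.105, adjusted p = 0.135). Without the 2 libraries farthest from the median, r was -0.494 (permutation p = 0.0997), but this loss was not particular to them, as 23 of the 78 pairs of libraries gave a permutation p of 0.05 or more when left out. It did not hold within both letters, with r = -0.774 in letter c (exact permutation p = 0.0319) and 0.355 in letter d (exact permutation p = 0.468). In the 12 libraries r was -0.613 (permutation p = 0.0239, adjusted p = 0.0455) and rho -0.399 (permutation p = 0.201, adjusted p = 0.276). There r was -0.526 without 2 libraries (permutation p = 0.119), -0.815 in letter c (exact permutation p = 0.0667) and 0.436 in d (exact permutation p = 0.372). Over 13 libraries the adjusted permutation p of r rose above 0.05 with library totals (0.0579), with a prior count of 0.5 (0.0527) and without any one of hMYC-2, hMYC-6, hMYC-8, hMYC-9, hMYC-13 and hMYC-14 (up to 0.0673).

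The level of lck (ENSDARG00000102525), whose promoter drives the reporter used for sorting, was compared with both scores. It ranged from 5.56 log2 CPM in hMYC-5 to 11.36 in hMYC-2. Lower lck went with a higher B score (r = -0.721, permutation p = 0.00136, adjusted p = 0.00408; rho = -0.824, permutation p = 0.00085, adjusted p = 0.00383). Without 2 libraries r was -0.655 (permutation p = 0.0173). Within letters r was -0.845 (exact permutation p = 0.0187) in c and -0.923 (exact permutation p = 0.00972) in d, where lck spanned 10.26 to 10.50. In the 12 libraries r was -0.728 (permutation p = 0.00347, adjusted p = 0.0127) and rho -0.685 (permutation p = 0.0171, adjusted p = 0.094), and without 2 of them r was -0.596 (permutation p = 0.0661). Its passing of 0.05 rested there on hMYC-3 and hMYC-5, the 1 pair of 66 whose removal gave a permutation p of 0.05 or more. Within letters of the 12 libraries neither r of -0.877 in c (exact permutation p = 0.0597) nor -0.742 in d (exact permutation p = 0.0806) passed 0.05. For lck and the T score r was 0.964 (permutation p = 8e-05, adjusted p = 0.00036) and rho 0.615 (permutation p = 0.0285, adjusted p = 0.0641), and r was 0.762 without 2 libraries (permutation p = 0.011). In letter c r was 0.984 (exact permutation p = 0.0001984) and in letter d -0.51 (exact permutation p = 0.293), where T scores spanned 7.20 to 8.01. In the 12 libraries r was 0.967 (permutation p = 0.00012, adjusted p = 0.00066) and rho 0.524 (permutation p = 0.0847, adjusted p = 0.155), with r = 0.985 in c (exact permutation p = 0.00139) and -0.682 in d (exact permutation p = 0.135).

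The antigen receptor genes cd79a and cd79b moved together (r = 0.985 and rho = 0.984, both permutation p = 1e-05, the smallest possible, adjusted p = 9e-05). Without 2 libraries r was 0.978 (permutation p = 1e-05), and within letters it was 0.991 in c (exact permutation p = 0.0001984) and 0.982 in d (exact permutation p = 0.00139). RAG1 and RAG2, the recombinase genes, were related with r = 0.599 (permutation p = 0.0298, adjusted p = 0.0447) and rho = 0.637 (permutation p = 0.0229, adjusted p = 0.0641). Without 2 libraries r was 0.721 (permutation p = 0.0124), and within letters neither r of 0.653 in c (exact permutation p = 0.113) nor 0.402 in d (exact permutation p = 0.396) passed 0.05. The adjusted permutation p rose above 0.05 with library totals (0.0586), a prior count of 0.5 (0.0527) and without any one of hMYC-2, hMYC-4, hMYC-6, hMYC-8, hMYC-9 and hMYC-11 (up to 0.104). In the 12 libraries r was 0.636 for RAG1 and RAG2 (permutation p = 0.0248, adjusted p = 0.0455), but rho was 0.601 (permutation p = 0.0431, adjusted p = 0.118), and r without 2 libraries was 0.714 (permutation p = 0.0231). For cd79a and cd79b r was 0.986 and rho 0.979 (both permutation p = 1e-05, adjusted p = 0.00011). RAG1 (ENSDARG00000052122) spanned 6.71 to 13.72 log2 CPM and RAG2 (ENSDARG00000052121) spanned 7.98 to 9.50.

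The genes ighm and ight showed r = 0.457 (permutation p = 0.114, adjusted p = 0.147) and rho = 0.527 (permutation p = 0.0665, adjusted p = 0.0997), with r = 0.509 without 2 libraries (permutation p = 0.111), 0.48 in c (exact permutation p = 0.247) and 0.83 in d (exact permutation p = 0.0431). Without hMYC-5 their r was 0.644, with an adjusted permutation p of 0.0323. The 2 genes named MYC were related with r = 0.704 (permutation p = 0.00775, adjusted p = 0.0174) and rho = 0.555 (permutation p = 0.0526, adjusted p = 0.0947). Without 2 libraries r was 0.492 (permutation p = 0.124), and this pair was 1 of 7 among 78 whose removal gave a permutation p of 0.05 or more. Within letters r was -0.472 in c (exact permutation p = 0.266) and 0.883 in d (exact permutation p = 0.0181). Without hMYC-10 the adjusted permutation p was 0.0644. In the 12 libraries r was 0.711 for the MYC genes (permutation p = 0.01, adjusted p = 0.0275), but rho was 0.608 (permutation p = 0.0406, adjusted p = 0.118), and r without 2 libraries was 0.518 (permutation p = 0.129). For ighm and ight r was 0.437 (permutation p = 0.154, adjusted p = 0.211) and rho 0.49 (permutation p = 0.108, adjusted p = 0.17). Proliferation and MYC target scores gave r = -0.352 (permutation p = 0.238, adjusted p = 0.268) and rho = -0.176 (permutation p = 0.565, adjusted p = 0.635), with r = -0.093 without 2 libraries, -0.427 in c and 0.432 in d. Myeloid and T scores gave r = -0.057 (permutation p = 0.852, adjusted p = 0.852) and rho = -0.0165 (permutation p = 0.964, adjusted p = 0.964), with r = 0.242 without 2 libraries, -0.197 in c and 0.657 in d. For total counts hMYC-1 stood apart as a cluster of 1. Within the 12 others r was -0.434 with the T score (permutation p = 0.154) and 0.0385 with the B score (permutation p = 0.909).

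**Figure D3:**
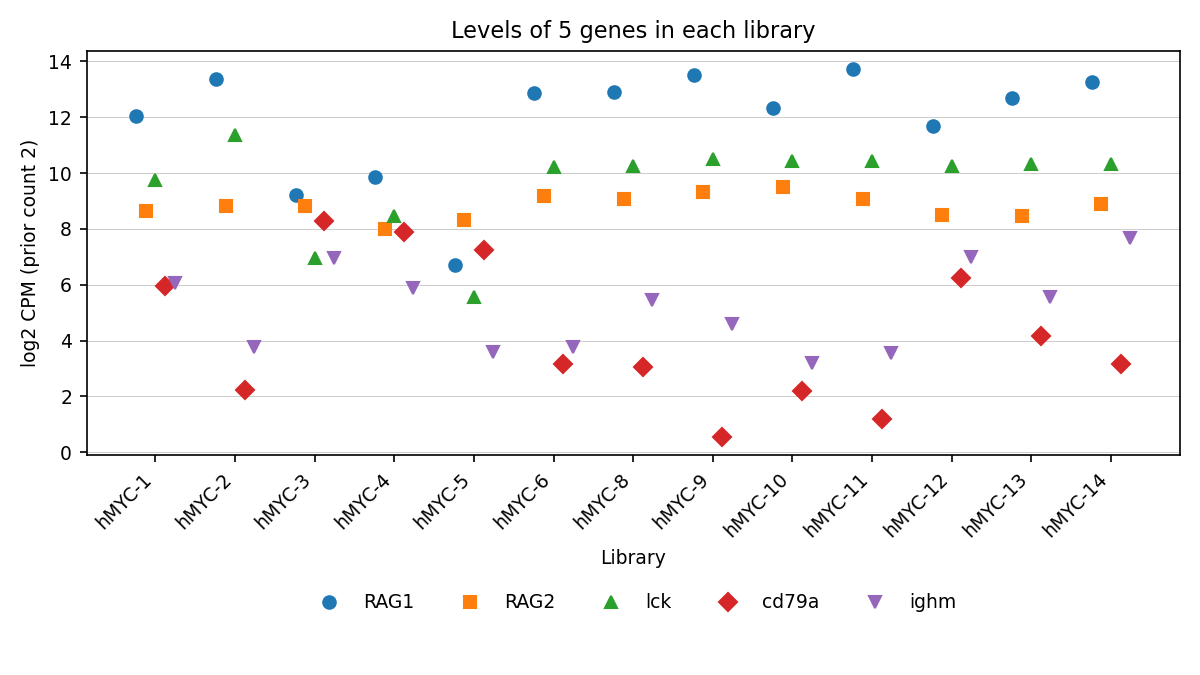
Points give log2 CPM of RAG1, RAG2, lck, cd79a and ighm in each of the 13 libraries, with a prior count of 2. RAG1 falls to 6.71 in hMYC-5 while RAG2 stays between 7.98 and 9.50 in the 12 libraries other than hMYC-1.

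The first principal component held 49.1% of the variance of the 2000 most variable genes over 13 libraries and 48.8% over 12. Its size of correlation with the T score minus the B score was 0.977. The share ranged from 40.2% to 60.0% across the other planned settings and was 42.8% to 53.6% across fits that each left out 1 library. The common biological coefficient of variation was 0.65 over 13 and 0.649 over 12 libraries, and 0.778 with no filter. The 10 genes with the largest SD were cdh29 (SD 4.40 log2 units), unc13ba (4.33), USP28 (4.28), PORCN (4.23), rtn4rl2b (4.23), lamc3 (4.14), ENSDARG00000104640 (4.07), PTPRZ1 (4.07), rnd2 (4.04) and si:dkey-238d18.8 (4.02). For 6 of these 10 genes r with the B score over the 12 libraries was above 0.9, and 8 were also among the top 10 without hMYC-1.

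The comparison of description letters asked whether libraries differ by a possible batch. Over 13 columns no gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test of 14134 genes, 2401 genes had an unadjusted p under 0.05, and the lowest adjusted p was 0.054. The DESeq2 Wald test moved this most and called 611 genes, 171 higher and 440 lower in letter d. Among 80 listed genes 0 passed, both when adjusted over the list alone and over all genes tested, and 11 had an unadjusted p under 0.05. Without hMYC-1, edgeR called 47 genes, 15 higher and 32 lower in letter d, and without hMYC-13 it called 2. The DESeq2 test called 1366 genes in the 12 libraries, among them all 47. In the same 12 libraries 1 of 79 listed genes, eif4ebp1 (ENSDARG00000043608), passed when adjusted over the list alone (edgeR, adjusted p = 0.0154) and 0 passed over all genes.

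As no gene was called over 13 columns, the naming rule was applied to the 47 genes after their values had been seen. The largest falls in letter d were those of NDUFA12 (log2 fold change -3.44 ± 0.43 SE, edgeR adjusted p = 0.00665), ENSDARG00000101662 (-3.44), NUAK1 (-3.38), si:dkey-265e15.2 (-3.26) and snord31.2 (-2.72). The largest rises were those of ENSDARG00000100641 (3.85 ± 0.40 SE, edgeR adjusted p = 0.00226), si:ch211-134n17.5, si:dkey-16m19.6 (2.53), ENSDARG00000103430 (2.48) and si:ch211-117c9.5 (2.36). No fold is given for si:ch211-134n17.5, which had at most 3 counts in letter c and at most 20 in letter d. Other folds also rest on few counts in the lower letter. In letter d NUAK1 had at most 10 counts and si:dkey-265e15.2 at most 8. In letter c ENSDARG00000100641 had at most 11 and ENSDARG00000103430 at most 12. The letters overlapped for NUAK1. Each SE is the size of the log2 fold change divided by the square root of F. Of the 47 genes 45 had no overlap between the letters, which chance gives for 0.216% of genes, although these genes were selected for their difference.

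**Figure D4:**
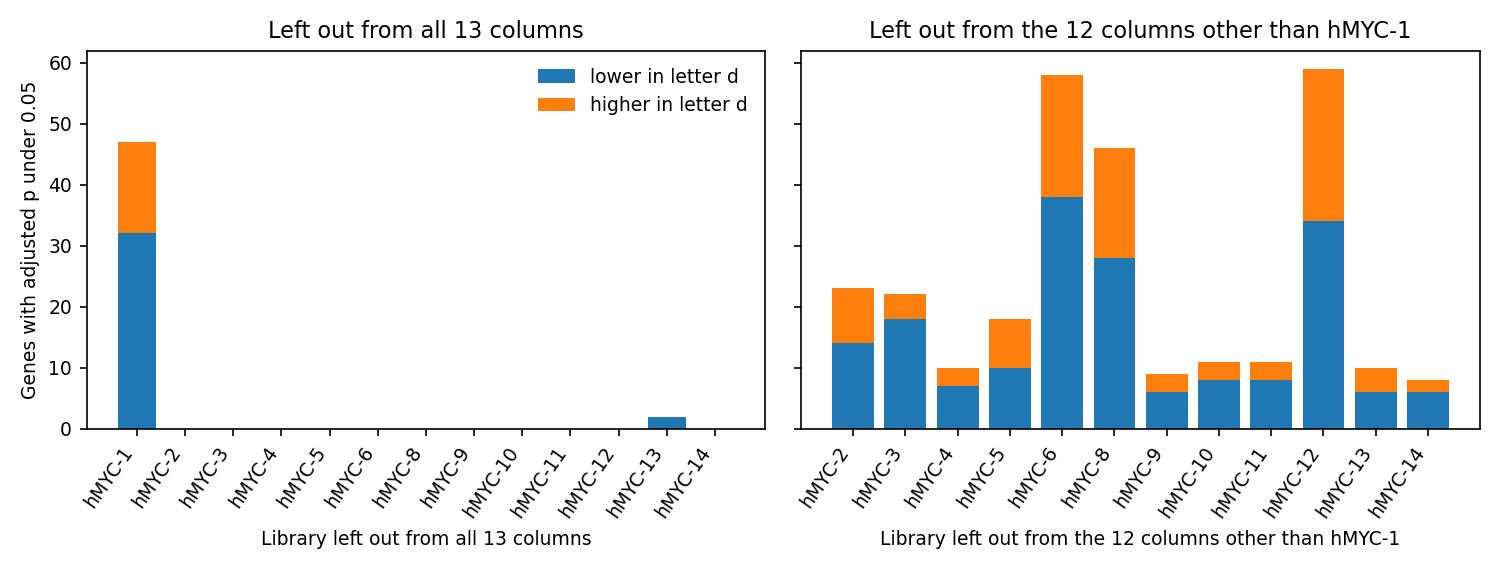
Bars give the number of genes with an edgeR adjusted p under 0.05 between description letters when the named library was left out, from all 13 columns on the left and from the 12 columns other than hMYC-1 on the right. From 13 columns, 47 genes are called without hMYC-1 and 2 without hMYC-13, and from 12 columns the number runs from 8 to 59.

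No difference in list score between letters passed the threshold after adjustment, the lowest adjusted exact permutation p over 13 columns being 0.386. This does not show that the scores are equal, as the letters hold few libraries. The hMYC-1 column, counted in letter c, also holds counts of letter d libraries. The B score averaged 5.04 ± 2.47 (SD, n = 7) in letter c and 2.11 ± 2.60 (SD, n = 6) in letter d, a difference of -2.93 (exact permutation p = 0.067, adjusted p = 0.386). For the T score the difference was 0.87 (exact permutation p = 0.247, adjusted p = 0.431), and for recombination 1.07 (exact permutation p = 0.11, adjusted p = 0.386). Differences for proliferation, MYC targets, erythroid and myeloid genes were 0.34, -0.19, -0.16 and -0.01, with exact permutation p from 0.202 to 0.978. Over 12 libraries the B difference was -2.79 (exact permutation p = 0.0996, adjusted p = 0.283). In the 12 libraries other than hMYC-1 the erythroid gene hbaa1 reached 1361 counts and the myeloid gene lyz 433. Marker genes of muscle were low, but some of epithelium and exocrine pancreas reached the level of B genes in single libraries. In hMYC-6 ctrb.1 had 4.69 log2 CPM, above PAX5 (2.56) and cd79a (3.16) but below SYK (5.44). In hMYC-8 krt5 had 4.81, above PAX5 (1.42) and cd79a (3.06) but below ighm (5.46). Every one of the 5 matched muscle genes had at most 18 counts in any of the 12 libraries, the epithelial gene krt5 at most 341, and the pancreatic gene ctrb.1 at most 272.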

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

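The alternatives, among them leaving out hMYC-1, were set before the data were examined. The further alternatives run without hMYC-1, and the pairs of libraries left out of 3 relations, were chosen after seeing the data. Of 463 values under an alternative, 412 kept their direction and their side of the threshold, or stayed within the spread allowed. Many of the 412 belong to results that had passed no threshold. The B and T relation was kept in 3 of 5 settings and in 4 of 10 fits without 1 library. For RAG1 and RAG2 these were 3 of 5 and 5 of 11, and for the count of 47 genes 1 of 5 and 3 of 12. For the share of the first principal component and the coefficient of variation that spread was 1 jackknife SE over the libraries. Counts of called genes had no SE. Against the 47 genes, 46, 58 and 59 were taken as kept, and 1366 and counts of 23 or fewer as moved. Relations gave no value where a setting split the libraries into clusters. The cause of the changes below was not tested unless stated. No paired analysis was possible because the libraries form 1 group.

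Genes called between letters over 13 columns numbered 0 in edgeR and 611 with the DESeq2 Wald test, and from 0 to 47 across the 13 fits that each left out 1 library, with 47 without hMYC-1 and 2 without hMYC-13. Without hMYC-1 the 47 genes became 1366 with DESeq2, 7 with no filter, 20 with a mean count of at least 10 and 7 with the T score minus the B score as a covariate, and from 8 (without hMYC-14) to 59 (without hMYC-12) across 12 fits that each left out 1 more library. The 7 and 20 genes of the filter settings were all among the 47, and 6 of the 7 with the covariate were.

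The myeloid difference between letters reversed to 0.0314 with library totals and 0.0207 with z scores, and ran from -0.33 to 0.34 across fits that left out 1 library, while that of erythroid genes ran from -0.43 to 0.35. Across the same fits the T difference ran from 0.391 to 1.091 and that of recombination from 0.675 to 1.264, both lowest without hMYC-5. That of proliferation ran from 0.163 to 0.535. None had an adjusted exact permutation p under 0.05. With the median absolute deviation, recombination fell to percentile 91.6 and proliferation to 96.6, and recombination ran from 96.6 to 98.5 across fits that left out 1 library. MYC target genes stayed outside the top 2.5% but ran from percentile 3.82 to 59.98 across those fits and reached 72.75 with the median absolute deviation.

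The B and T relation was weaker with library totals (r = -0.557, adjusted permutation p = 0.0579) and with a prior count of 0.5 (r = -0.559, adjusted permutation p = 0.0527), against adjusted p from 0.0347 to 0.0579 over its alternatives. It ran from -0.69 to -0.56 without 1 library, with adjusted permutation p up to 0.0673, over the 10 fits that gave a value. Fits without hMYC-3, hMYC-4 or hMYC-5 gave none. With each pair of the 13 libraries left out in turn, r ran from -0.740 to -0.312, with permutation p up to 0.355. The relation of RAG1 and RAG2 was weaker with library totals (r = 0.575, adjusted permutation p = 0.0586). With a prior count of 0.5 its r stayed at 0.599, but the adjusted permutation p rose to 0.0527. Its r ran from 0.549 to 0.681 without 1 library, with adjusted permutation p up to 0.104 without hMYC-4. Fits without hMYC-3 or hMYC-5 gave no value. Without hMYC-10 the 2 genes named MYC had r = 0.586 (adjusted permutation p = 0.0644), the lowest of a range up to 0.793, and ighm and ight ran from 0.348 to 0.644. Myeloid and T scores changed sign with library totals (r = 0.0269) and ran from -0.105 to 0.137 over the 8 fits without 1 library that gave a value. Proliferation and MYC target scores had r = -0.0946 with library totals, and ran from -0.548 without hMYC-6 to -0.103 without hMYC-4. None of these had an adjusted permutation p under 0.05. The coefficient of variation rose to 0.778 with no filter and 0.739 with a mean count of at least 10, both of which test other genes. For lck with either score and cd79a with cd79b, the adjusted permutation p of Pearson's r stayed under 0.05 in each alternative that gave a value. No value was given for lck and T without hMYC-3, hMYC-4 or hMYC-5, nor for lck and B without hMYC-3 or hMYC-4. The adjusted permutation p of Spearman's rho was 0.0641 for lck and T over 13 libraries. Over the 12 other than hMYC-1 it was 0.155 for lck and T and 0.094 for lck and B.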

Other observations

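The splits of all 13 columns, and the fits of those columns that left out each library in turn, were planned beforehand. The use of those fits here to judge an explanation was chosen after their results had been seen. Every other test here was chosen after the result it concerns had been seen, including the limits used to judge it. The labels name no biological difference between the libraries, so the explanations from cell content below rest on gene levels alone and stay hypotheses.

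The hMYC-1 column lay at or above the sum of hMYC-10 to hMYC-14 for nearly every low gene. An independent library sequenced more deeply is argued against, because 0.15% of genes with a sum of 1 to 9 lay below the sum and no Poisson draw put fewer than 39.7% there. The sum of these 5 libraries ranked 1 among 792 sums, which is consistent with reads of the 5 libraries present in the hMYC-1 column. Adding any of the 7 remaining libraries to the sum put 28.3% to 55.3% of genes below it. Plain addition with no reads lost is excluded by 872 genes below the sum. Their share grew over the count classes to 42.9% in the highest, so reads may have been lost after merging at a rate that rises with the count, and removal of duplicate reads is an untested example of such a step. The names of the 5 libraries begin with the characters hMYC-1, and whether this led to the merging was not tested.

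The counts of hMYC-1 beyond the sum may come from a library of its own. The median ratio of hMYC-1 to the sum was 3.02 for B list genes, at percentile 100 of count-matched lists, in line with an own library with more B list signal than the 5 libraries. For T list genes the ratio was 0.916, at percentile 0.08 of count-matched lists and at 0.03 of lists drawn from the 100 genes nearest in count, whose median was 1.05. Loss of reads that depends on the count alone is therefore argued against as the whole cause. A lower T level in the own library, and loss that depends on another property of the genes, stay open. The own counts of hMYC-1 were not reconstructed.

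All 100 of 100 splits of the 13 libraries into 7 and 6 gave at least the 0 genes that the letters gave, which follows from the count of 0 and says nothing about the letters. In 4 splits any gene was called, at most 29. Reads of 5 libraries of letter d in a column of letter c could hide a difference between letters. Leaving out hMYC-1 gave 47 genes, and leaving out any other library gave at most 2, consistent with that explanation. With hMYC-1 left out, 1 of 100 splits of 12 libraries into 6 and 6, the real one, gave 47 genes or more, and 4 gave any.

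For these 47 genes a difference in B and T content between the letters is argued against as the whole cause, since 7 genes, 6 of them among the 47, passed with the T score minus the B score as a covariate. It stays open as the cause for the others of the 47. Capture of short transcripts could not be decided. The 8 small nucleolar RNAs tested had a median change of 0.61 log2 units, at percentile 99.1 of matched lists, which lies in the top 2.5% and so passes the limit written for this test. It is nevertheless left open, because 3 of the 8 were lower in letter d, and both called ones, snord31.2 and SNORD54, fell by 2.72 and 2.01 against the direction of the median. Whether the letters mark a batch or leukemias that differ for another reason cannot be told apart, because every library of a letter shares it.

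B and T levels across the 12 libraries other than hMYC-1 could reflect 2 cell populations mixed in varying shares, which was not decided. A weighted sum of both levels on the linear scale varied by 16.8% (SD) between libraries, against a median of 40.7% after shuffling (permutation p = 0.0029). Any inverse relation of the levels lowers that spread, so the limit written for this test was passed, but the value restates the relation already seen and does not favour mixing. A continuous change of the B program gene by gene is consistent with the data, as 3 of 10 B genes had a slope of 0.8 to 1.2 on the mean of the others. The slopes ran from 0.199 for ighm to 1.36 for cd37, and the low slopes of ighm and ighd raise those of the other genes. Slopes of the 15 T genes spread further, from -0.316 for cd247l to 1.53 for GATA3. Neither explanation was excluded, and bulk counts do not show which cells held the reads.

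The level of ighm did not follow the 4 light chain constant genes over the 12 libraries other than hMYC-1 (r = 0.317, permutation p = 0.306). In hMYC-14 there were 2148 counts of ighm and 21 of the light chain genes, in hMYC-8 there were 534 and 67, and in hMYC-9 304 and 15. Other libraries with few light chain counts were also low in ighm, with 82 and 65 in hMYC-2, 100 and 22 in hMYC-10, 109 and 11 in hMYC-11 and 142 and 120 in hMYC-6. At the other end hMYC-5 had 133 and 7509. Antibody-producing cells that use these 4 light chain genes are argued against as the source over all libraries. The slope of ighm on the light chain genes over 12 libraries was 0.141, and 0.0872 to 0.251 with each library left out, against 0.721 to 1.02 for 5 other B genes. The limit of 0.5 for this slope was set with the levels of ighm already known. The 5 genes used for comparison were only part of the 10 scored B genes. On the mean of the other B genes ighd also had a low slope, of 0.458. Light chain genes outside these 4, and reads from other transcripts of the heavy chain locus, could still account for the difference and were not tested.

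The 5 matched exocrine pancreas genes had their highest level in hMYC-6, with counts from 117 for ela2 to 272 for ctrb.1. The sort was from the whole body, and no test of their origin was run.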
